A study of Mus musculus with 3 samples. Its data were reported in "Solid-phase capture and profiling of open chromatin by spatial ATAC" (2023).

How the data were processed

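Single-nucleus ATAC-seq (snATAC-seq) marks accessible chromatin by letting the transposase Tn5 insert sequencing adapters into open DNA, inside nuclei that each receive a droplet barcode. The 3 libraries came from wild-type C57BL/6JRj mouse embryos at stages E12.5, E13.5 or E15.5 (days of embryonic development), with a single library per stage. Per the labels, nuclei were released from frozen tissue sections, stained, sorted by flow cytometry and processed with the 10x Genomics droplet chemistry for ATAC.

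The deposited fragment files list each unique fragment with its chromosome, start, end and barcode, and the deposited count beside each fragment is the number of read pairs that support it, duplicates included. Per the file headers, the authors made these files with CellRanger ATAC version 2.0.0 against the mm10 reference. CellRanger ATAC shifts both fragment ends to the centre of the Tn5 insertion and keeps a duplicate group once, so no further shift or removal of duplicates was applied. A deposited table of the whole series gave, for 1879 nuclei, the library, the cluster number set by the authors and whole-number tallies of read pairs and fragments. The paper describes integrating the nuclei with its spatial profiles and mentions clusters that resulted from this. Whether the deposited cluster numbers come from that step, and with which settings, is not given in the sources used here. In that table, 13 columns were not used. Fragment totals were recomputed over chromosomes 1 to 19, X and Y. They differed from the tallies in the deposited table by at most 0.604% in any nucleus.

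Genes and transcription start sites (TSSs) came from the GENCODE vM21 annotation, which has the coordinates of the build used by the files. Of 21938 protein-coding genes, 91 in the Pcdh and Ugt gene clusters were left out, as the study did, and so were 228 genes whose counted span was over 500 kb. Where several entries had the same gene symbol, only the first was kept. For the remaining 21593 genes, accessibility was the number of unique fragments that overlapped the gene body or the 2 kb upstream of it. Values were scaled by the total of such fragments in the library and are given as CPM. Overlapping genes share fragments under this rule, and the strand of a gene cannot be told from ATAC-seq. The window for fragments at TSSs ran from 1000 bp upstream to 100 bp downstream. TSS enrichment was the mean number of insertions within 50 bp of TSSs divided by the mean between 1900 and 2000 bp away. Fragments shorter than the DNA of a single nucleosome were called nucleosome-free, and those from that length up to the length of a pair of nucleosomes were called mono-nucleosomal.

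The deposited clusters served as cell classes. A cluster was called by a cell type only if at least 3 genes of a marker list fixed beforehand were at least 1.5-fold above the other clusters and its leading 10 genes did not point elsewhere. The names rest on 5 markers each for neuron-like clusters 0 and 6, on 6 for clusters 1, 9, 10 and 11, and on 7 for cluster 5. Clusters 2, 3, 4, 7 and 8 stayed unnamed. Cluster 3 had all 6 mesenchyme markers raised, but olfactory and pheromone receptor genes led it. Cluster 7 mixed epithelial, chondrocyte and glial markers, and cluster 8 mixed liver, white blood and endothelial markers. Cluster 4 had 4 of 5 sensory neuron markers raised and cluster 2 had no list with more than 2, but their median depth was 0.016 and 0.152 of that of their libraries, with none of these markers among the leading 10 genes. The heart muscle and melanocyte lists named no cluster.

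Doublets were not removed in the main analysis. Counting positions covered by 3 or more fragments in a nucleus marked 30.1%, 25.9% and 24.6% of nuclei in stage order, and that call followed depth in part: in E13.5 the median was 111114 fragments in marked nuclei and 47681 in the others, and no nucleus of the shallow clusters 2 and 4 was marked. Depth alone did not set it, since 55.4% of cluster 5, of about average depth, was marked, against 33.7% of cluster 3, the deepest. A version adjusted for depth marked 0, 5 and 5 nuclei. Neither worked as a doublet call, and the former was kept only as an alternative. Barcodes were called linked when they shared at least 10% of the fragments of the shallower one with identical start and end.

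With a single library per stage there was no test between stages. Shares carry exact Clopper-Pearson 95% intervals and sums of fragments exact Poisson 95% intervals, and ratios carry the exact interval of a ratio of counts. All of these cover counting error only. Amplified fragments from a nucleus, or from an embryo, are not independent samples of a stage, and nuclei were never treated as replicates. Where a count was 0, the limit given is that of 3 counts.

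Differences between cell classes were tested with edgeR version 4.0.16 in R version 4.3.3 (quasi-likelihood fit and test). Fragments were summed per class and library, the library was a block, and each class was compared with the mean of the others. Only classes with at least 20 nuclei in every library entered, which left clusters 2, 3 and 4. Genes with low counts were dropped by the filter of edgeR, factors came from its TMM method, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The model had 4 residual degrees of freedom. edgeR pooled the spread over genes so strongly that p-values of the named genes match those of unlimited degrees of freedom. A gene's own spread between libraries therefore hardly entered them. Each SE given is the absolute log2 fold change divided by the square root of the F statistic. Data simulated from the means of the 9 sums with 200 genes changed 4-fold were tested in the same way. At the estimated dispersion of 0.117, used in place of an assumed one after the data were seen, 48% of changed genes were called for cluster 2, 60% for cluster 3 and 12% for cluster 4, each in the right direction, and at most 5.51% of calls were false. With the 7 clusters that had at least 10 nuclei in every library, the dispersion used was lower, at 0.0523. In that simulation 26% to 93.5% were called, and at most 10.3% of calls were false. DESeq2 version 1.42.0 was the alternative test. The sums were made with Python version 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Own clustering used 30 latent semantic components of 5 kb bins, leaving out the first, and the Leiden method (leidenalg 0.10.2) at a resolution of 0.8.

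The genes named are the 11 that the study gave as examples in its spatial maps, the 5 highest and the 5 lowest ratios of CPM between E15.5 and E12.5, and the 3 genes with the smallest p-value among those higher in each class tested. Of these, 2 genes are not reported here. The stage ratios were ranked among 15970 genes that had at least 50 fragments in every library, and only genes whose CPM rose or fell steadily over the stages were eligible. These rules, the marker lists, the tests and most alternatives were set before the data were examined. Chosen after seeing the data were the calls of linked barcodes and of many overlaps, the restriction to E13.5 and E15.5, the omission of clusters 2, 3 and 4 from the stage ratios, and the 7 clusters of at least 10 nuclei for equal weights and for the correlation of classes. The alternatives concerned which barcodes count as nuclei, the windows, the weighting of nuclei and clusters, depth, bin size, the normalisation, the filter, the source of the classes and the omission of single libraries.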

Results

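Chromatin accessibility was profiled in 1879 nuclei from mouse embryos at 3 stages, with 1 library each: 153 nuclei at E12.5, 970 at E13.5 and 756 at E15.5. The study made these profiles from littermates of the embryos used for its spatial maps, as a reference of single nuclei at matched stages. The fragment files held 9402554 unique fragments for E12.5, 87687839 for E13.5 and 53120243 for E15.5, from 22298783, 226433272 and 133306805 read pairs. Of the fragments on the standard chromosomes, 91.5%, 76.4% and 74.4% lay in barcodes of the cell table. E12.5 was therefore the shallowest library in total, and its counts carry the widest intervals below.

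The first question was how deep and how specific the libraries were. The median number of unique fragments per nucleus was 30239 in E12.5 (95% interval 8974 to 52234, over the nuclei of that library only), 62902.5 in E13.5 (58514 to 68051) and 43485.5 in E15.5 (39117 to 49173). The range was wide in every library, from 135 to 276338 fragments in E12.5, and 18.3% of its nuclei held fewer than 1000 fragments. That share was 2.68% in E13.5 and 11.8% in E15.5. The choice of barcodes moved the median most: counting only barcodes with at least 3000 fragments raised it to 59174 in E12.5. In E15.5, 138 nuclei (18.3%) shared at least 10% of identical fragments with another barcode of the table, against 5 in E12.5 and 34 in E13.5. Keeping 1 barcode per linked group, a choice made after seeing the data, left 1718 nuclei in all and raised the E15.5 median to 56844.

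**Figure D1:**
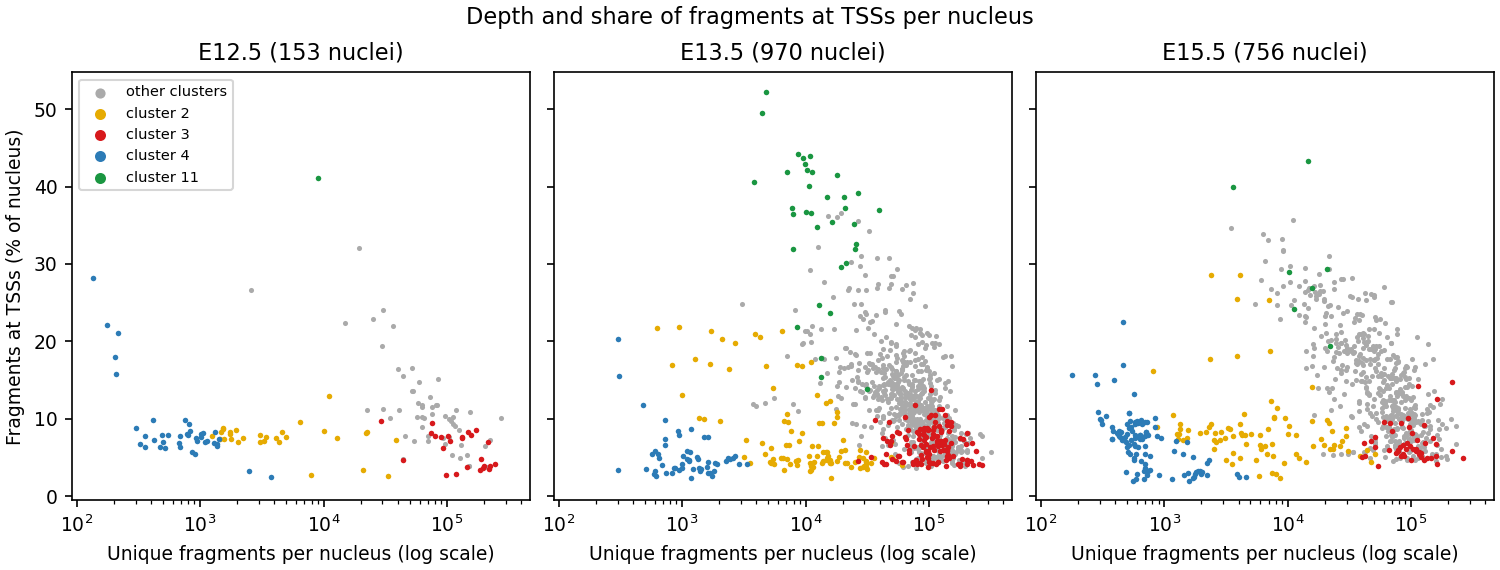
Each point is a nucleus, with its unique fragments on the x axis (log scale) and the percentage of its fragments at TSSs on the y axis, in 1 panel per library and with 4 clusters in colour. Cluster 4 lies at the shallow end of every library, cluster 3 at the deep end with few fragments at TSSs, and cluster 11 above the others in TSS share in E13.5.

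Fragments at TSSs made up 7.76% of fragments in nuclei at E12.5 (7.75 to 7.78%), 10.3% at E13.5 (10.27 to 10.29%) and 11.3% at E15.5 (11.25 to 11.27%). Thinning every nucleus to 1000 fragments, which left out the 28, 26 and 89 shallower nuclei, gave 9.16%, 12.1% and 13.1% in the same order of libraries. Of the alternatives run here, the widest window, 1000 bp on either side, moved the shares most, to 11.5%, 14.9% and 15.7%. TSS enrichment was 10.2 in E12.5, 13.6 in E13.5 and 17.1 in E15.5, and with all annotated genes it fell to 6.23, 8.21 and 9.94. Nucleosome-free fragments made up 58.7%, 65.1% and 62.7%, and mono-nucleosomal fragments 32.3%, 28.8% and 30.02%, in the order of the stages. Weighting fragments by read pairs raised the nucleosome-free share to 64.8%, 72.5% and 70.3%. In the authors' deposited table, 12.1%, 22.2% and 24.8% of fragments lay in peaks called by CellRanger, and 0.675%, 0.754% and 0.618% of read pairs were mitochondrial. The differences between libraries in the shares at TSSs and by length exceeded counting error, but without a further library per stage they had no replicate check.

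**Figure D2:**
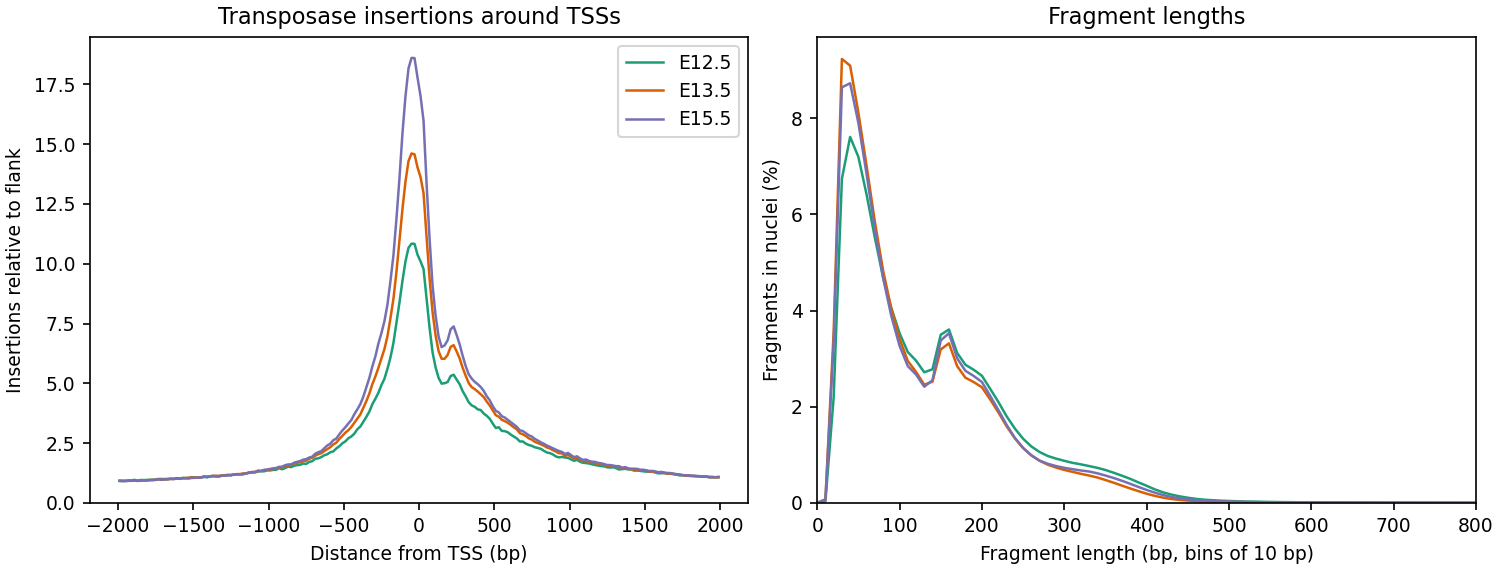
Left, Tn5 insertions by distance from TSSs in bp, relative to the mean of the flank, for the 3 libraries, and right, the percentage of fragments in nuclei by length in bp. The peak at TSSs is lowest in E12.5 and highest in E15.5, and all 3 libraries have a shoulder of mono-nucleosomal fragments.

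The cluster makeup was compared next. The 12 deposited clusters included neuron-like clusters 0 and 6, mesenchyme-like cluster 1, erythroid-like clusters 5 and 11, neural progenitor-like cluster 9 and muscle-like cluster 10. Cluster 0 held 7.19% of nuclei at E12.5 (3.64 to 12.4998%), 8.97% at E13.5 (7.25 to 10.9%) and 22.8% at E15.5 (19.8 to 25.9%). Its intervals of E12.5 and E13.5 overlapped. The other neuron-like cluster, 6, held 3.27% (1.07 to 7.46%), 7.84% (6.22 to 9.71%) and 6.61% (4.95 to 8.63%), and all 3 intervals overlapped. Cluster 5 held 6.54% (3.18 to 11.7%), 17.1% (14.8 to 19.6%) and 1.32% (0.636 to 2.42%). For cluster 1 the shares were 6.54% (3.18 to 11.7%), 12.9% (10.8 to 15.2%) and 15.9% (13.3 to 18.7%). The interval of E13.5 overlapped those of E12.5 and E15.5. Cluster 9 held 7.19% (3.64 to 12.4998%), 5.15% (3.85 to 6.74%) and 2.65% (1.62 to 4.06%), and all 3 intervals overlapped. Muscle-like cluster 10 had 2, 49 and 24 nuclei and cluster 11 had 1, 35 and 7. Of the 186 nuclei of cluster 5, 166 came from E13.5 and 10 from each of the other libraries.

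The unnamed cluster 4 held 26.1% of E12.5 nuclei (19.4 to 33.9%), 5.77% of E13.5 (4.39 to 7.43%) and 14.6% of E15.5 (12.1 to 17.3%). Its median depth was 703 fragments, 0.016 of the median of the same libraries. With nuclei of at least 3000 fragments it held 0.99%, 0.111% and 0.479%. In E15.5, 87 of its 110 nuclei were linked to another barcode, and 1 barcode per linked group brought its share there to 3.67%. As a measure of the whole makeup, 34.0% of nuclei would have to change cluster to turn the E12.5 makeup into that of E13.5 (95% multinomial interval 28.1 to 42.4%). The value was 39.0% between E12.5 and E15.5 (32.0 to 46.5%) and 31.5% between E13.5 and E15.5 (28.4 to 36.3%). Own clusters made after thinning to 1000 fragments moved these values most, to 13.6%, 18.96% and 23.02%.

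**Figure D3:**
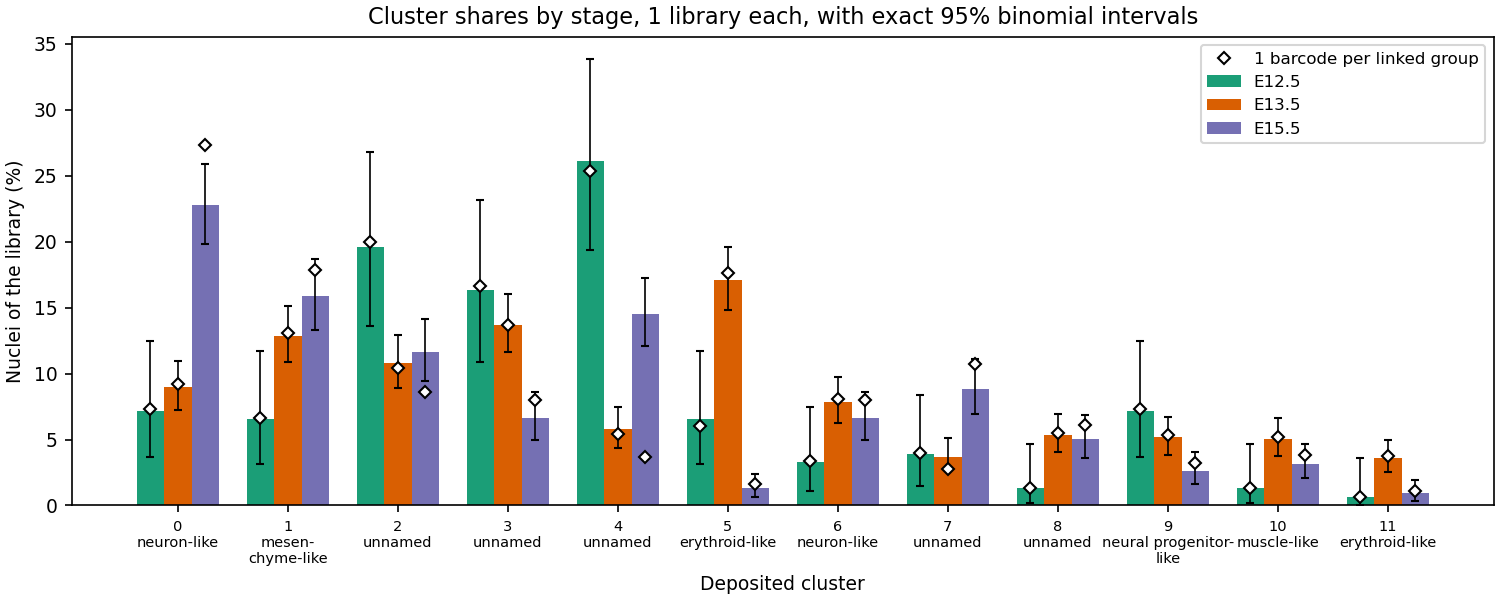
Bars give the percentage of nuclei in each of the 12 deposited clusters (x axis) per library, with exact 95% binomial intervals for counting error, and diamonds the percentage with 1 barcode per linked group. Cluster 0 is highest at E15.5, cluster 5 at E13.5 and cluster 4 at E12.5, and the diamond of cluster 4 at E15.5 lies at 3.67%, below its bar.

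For gene accessibility by stage, the study's example genes from its spatial maps were counted in each library and scaled to CPM. Col1a1 (chromosome 11, 94936224 to 94953042, plus strand) had 50.1 CPM at E12.5 (43.9 to 56.9), 59.2 at E13.5 (56.8 to 61.6) and 74.6 at E15.5 (71.1 to 78.1). Its ratio of E15.5 over E12.5 was 1.49 (1.30 to 1.71), and the mean over nuclei moved that ratio most, to 2.22. Myh9 had a ratio of 1.247 (1.15 to 1.35), Fyn 1.19 (1.12 to 1.27), Smad3 1.16 (1.08 to 1.245) and Notch1 1.12 (1.04 to 1.21). The side of 1 of Fyn was not stable, since the mean over nuclei gave 0.735. With the 7 clusters of at least 10 nuclei in every library weighted equally, Myh9 had 0.997. For Sox1 (1.01), Hba-a1 (0.681), Tal1 (0.977), Sptb (0.970) and Pou3f2 (1.15) the interval of the ratio included 1, so no difference between the sums of E12.5 and E15.5 was detectable at this depth. Other ways of counting moved each of them outside that interval. Pou3f2 had 0.476 and Tal1 0.642 as the mean over nuclei, Tal1 had 1.43 and Hba-a1 2.95 with all 12 clusters weighted equally (0.954 and 1.29 with the 7), and with the promoter alone Hba-a1 had 0.297, Sox1 0.606 and Sptb 1.31. Hba-a1, which has a near-identical copy in Hba-a2 and is therefore uncertain, rested on 10, 228 and 34 fragments. It was highest at E13.5, with 5.72 CPM (5.0 to 6.51), as were Tal1 with 55.4 CPM and Sptb with 217 CPM. E13.5 was also the library with the largest share of erythroid-like cluster 5.

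Among genes that rose steadily, the highest ratios of E15.5 over E12.5 were those of Emp3 at 2.22 (1.79 to 2.77), Ppp1r3c at 2.19 (1.69 to 2.88), Klhdc8a at 2.09 (1.58 to 2.80), Chmp1b at 2.06 (1.54 to 2.82) and AY074887 at 1.95 (1.47 to 2.63). Emp3 (chromosome 7, 45918023 to 45921404, minus strand) had 19.6 CPM at E12.5, 39.2 at E13.5 and 43.5 at E15.5. With all 12 clusters weighted equally, which gives full weight to the 1 nucleus of cluster 11 at E12.5, Klhdc8a had 0.907, and with the 7 clusters it had 1.47. Among genes that fell steadily, the lowest ratios were 0.276 for Olfr370 (0.189 to 0.406), 0.290 for Foxi2 (0.204 to 0.415), 0.310 for Gm136 (0.222 to 0.437), 0.320 for 1700006A11Rik (0.246 to 0.419) and 0.369 for Pcp2 (0.258 to 0.531). With the 7 clusters weighted equally, 1700006A11Rik had 0.921. These 7 include the shallow cluster 4, where single fragments can move such a value. Olfr370 (chromosome 8, 83535780 to 83545227, plus strand) had 50 fragments at E12.5, 162 at E13.5 and 69 at E15.5, or 10.7, 4.06 and 2.95 CPM. These 10 are the extremes of 15970 genes, and extremes picked this way include chance deviations. Over all of these genes, the median ratio followed how open a promoter was in E13.5, from 0.850 in the lowest 10% of genes to 1.18 in the highest 10%.

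**Figure D4:**
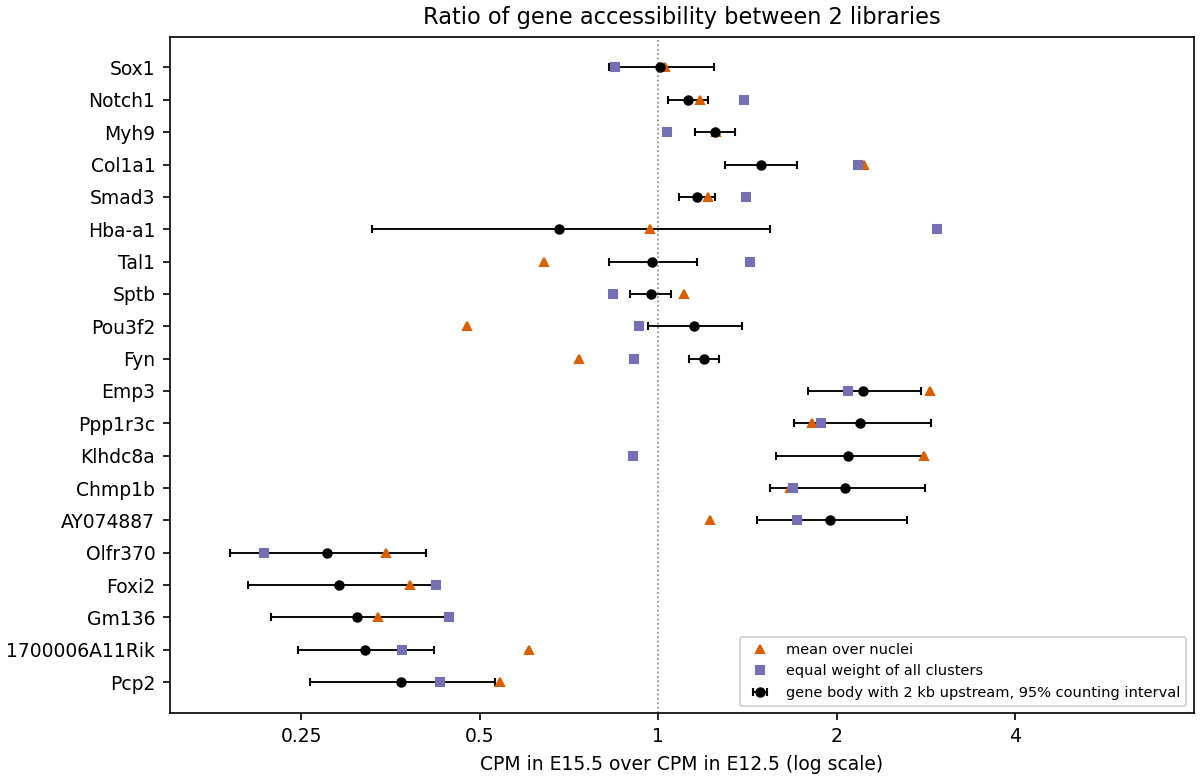
CPM in E15.5 over CPM in E12.5 (x axis, log scale) for the 20 genes reported, with circles for sums over nuclei and their 95% counting intervals, triangles for the mean over nuclei and squares for 12 clusters weighted equally. Among the study's examples shown, Col1a1 lies highest at 1.49 and Hba-a1 lowest at 0.681 with a wide interval, and Klhdc8a crosses 1 when clusters have equal weight.

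How alike the libraries were over the genome was described by Spearman's correlation across 5 kb bins, using the 25% of bins with the highest mean. It was 0.652 between E12.5 and E13.5, 0.634 between E12.5 and E15.5 and 0.816 between E13.5 and E15.5. Pearson's r of log2 values was 0.845, 0.840 and 0.927. Bins are not independent replicates, and no p-value applies. Between random groups that each held 1 of 2 equal parts of a library's nuclei, the correlation was 0.464 in E12.5, 0.862 in E13.5 and 0.818 in E15.5. Each part holds fewer fragments than its library, so these values are not an upper limit for the pairs. Bin size moved the values most, to 0.336, 0.293 and 0.687 at 1 kb.

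Differences between cell classes had the library as the replicate. In edgeR's quasi-likelihood test on clusters 2, 3 and 4 in the 3 libraries, 14200 genes were tested at an adjusted p of 0.05. No gene was called for cluster 2 or cluster 3, and 12 were called for cluster 4, with 11 higher and 1 lower. At an unadjusted p under 0.05 edgeR had 901, 1110 and 1652 genes. DESeq2 called 0, 0 and 12 (587, 638 and 1079 at an unadjusted p under 0.05), of which 5 were among the 12 of edgeR. The setting that moved the count of genes called in any cluster most was the minimum of 10 nuclei per class and library. It brought in clusters 0, 1, 5 and 9 and gave 5359 of 16860 genes called in any cluster, of which 4416 concerned erythroid-like cluster 5. For clusters 2, 3 and 4 themselves, a fit of the 10 clusters that had enough nuclei in E13.5 and E15.5, chosen after seeing the data, moved the counts most, to 417, 44 and 480. With those libraries and only clusters 2, 3 and 4 the counts were 0, 1 and 76 by edgeR (892, 1162 and 1660 at an unadjusted p under 0.05, DESeq2 not run). Without the E15.5 library edgeR called no gene (1534 at an unadjusted p under 0.05, DESeq2 not run), against 76 without E12.5 and 33 without E13.5. With 1 barcode per linked group edgeR called no gene for cluster 4 (1842 at an unadjusted p under 0.05, DESeq2 not run) and 1 for cluster 3. The deposited clusters were made from the same nuclei, so the test describes the clusters.

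Among the genes with the smallest p-values in cluster 4 were Dppa2 (chromosome 16, 48303908 to 48319723), with a log2 fold change of 3.45 ± 0.62 (SE) and an adjusted p of 0.00045 by edgeR, and Xrcc5, with 2.33 ± 0.50 and 0.0162. By CPM, Xrcc5 was higher in cluster 4 than in clusters 2 and 3 in 3 of 3 libraries, and Dppa2 in 2 of 3. Cluster 4 had 0 fragments of Dppa2 at E12.5 and 1 at E13.5, and the p-value and SE of edgeR hardly reflect this spread between libraries. DESeq2 gave Dppa2 an adjusted p of 0.178. Without the E15.5 library, Xrcc5 had an adjusted p of 0.696 by edgeR. The single gene called lower, Camkmt, fell by 3.32 on the log2 scale (adjusted p 0.0446 by edgeR) and was named after its values were seen. In E15.5 the 36 Dppa2 fragments of cluster 4 were only 17 distinct fragments. The 39 of Xrcc5 were 15 distinct ones. For cluster 3, Runx2 led with a log2 fold change of 2.0 ± 0.50 (SE) and an adjusted p of 0.26, followed by Twist2 (5.47 ± 1.52) and P4ha2 (5.33 ± 1.54), both with an adjusted p of 0.495. For cluster 2, Slain1 (5.60 ± 1.47), Cdhr2 (5.58 ± 1.51) and Rbm19 (1.96 ± 0.53) had an adjusted p of 0.748. None of these 6 passed the threshold of edgeR. By CPM, Cdhr2 and Twist2 were highest in their cluster in 2 of 3 libraries and the other 4 genes in 3 of 3. Cluster 4 had 0 fragments of Slain1, Cdhr2, Twist2 and P4ha2 in every library, so the fitted fold changes of these genes depend on the prior count and are no bound.

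Whether a class in 1 library was nearest to the same class in another was asked with the 25% most variable promoters. For clusters 2, 3 and 4, the 9 sums gave 18 comparisons of a sum with another library. In 6 of these comparisons (33.3%) the nearest sum was of the same class, which is the share that chance gives with 3 classes. The mean r was 0.307 with the same class and 0.121 with other classes, but -0.0864 and -0.0780 after thinning. The 7 clusters of at least 10 nuclei, a choice made after seeing the data, gave 21 sums and 42 comparisons. The same class was nearest in 24 of these comparisons (57.1%), where chance gives 1 in 7. The mean r for the 7 clusters was 0.582 with the same class and 0.390 with other classes. The deposited clusters group the nuclei of all 3 libraries by the same fragments, so matches between libraries are in part built in, and no p-value is given.

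Embryo sex was not given in the labels, so fragments on X and Y were counted. Fragments on X made up 2.63% at E12.5 (2.62 to 2.64%), 1.96% at E13.5 (1.957 to 1.963%) and 2.37% at E15.5 (2.361 to 2.370%). Fragments on Y made up 0.0138%, 0.0335% (0.0331 to 0.0339%) and 0.0125%. Among nuclei with at least 20000 fragments, a fragment in a Y gene (Ddx3y, Uty, Kdm5d or Eif2s3y) was found in 605 of 769 at E13.5 (78.7%, 75.6 to 81.5%). It was found in 3 of 510 at E15.5 (0.588%, 0.121 to 1.71%) and 0 of 84 at E12.5, which allows a share of up to 3.57%. Counting every barcode with at least 1000 fragments moved the share on X at E15.5 to 2.58% and the share on Y at E13.5 to 0.0375%.

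**Figure D5:**
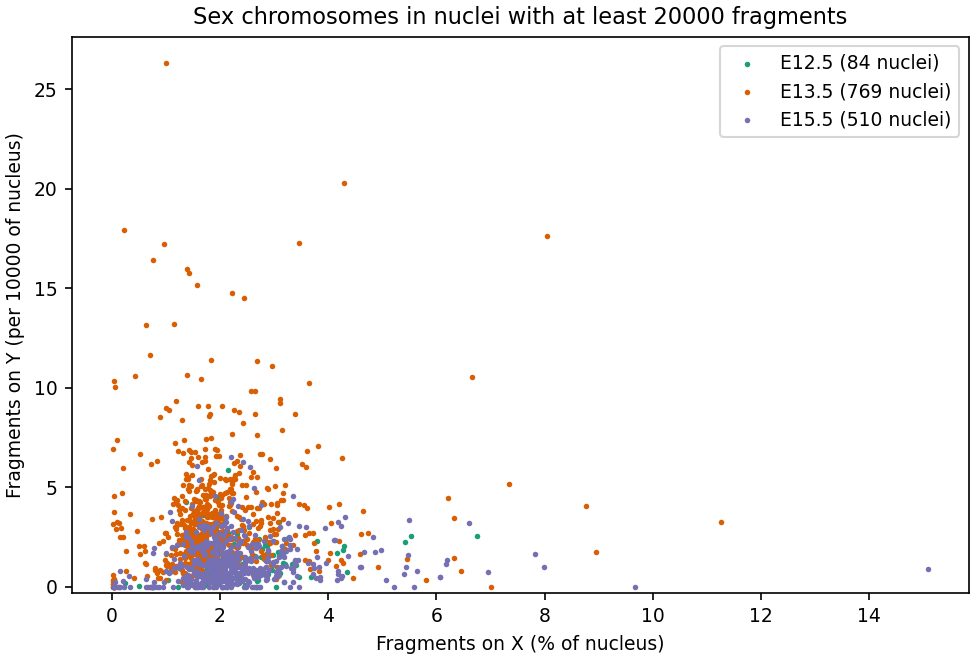
Fragments on X (x axis, percentage of the nucleus) and on Y (y axis, scaled to a fixed number of fragments of the nucleus as the axis label states) in nuclei with at least 20000 fragments, 84 from E12.5, 769 from E13.5 and 510 from E15.5. High Y values occur in E13.5, and some E13.5 nuclei lie near 0 on X.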

Values the study reported

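For snATAC-seq of the embryos, the study reported a total of 1,879 cells over the 3 stages.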

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

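The tests in this part were chosen before their results were seen, but that of shared fragments was read for E12.5 apart from the other libraries only after the result was seen. In each library, barcodes with at least 1000 fragments lay outside the cell table and so outside the comparisons above. They held 3.18% of the fragments of E12.5 in 36 barcodes, 16.4% of E13.5 in 546 and 18.1% of E15.5 in 272. They are listed because any share above the limit that a count of 0 allows was to be reported, which does not show that the amounts are unusual, and there are no control libraries. The median share at TSSs in these barcodes was 6.74% in E12.5, 2.74% in E13.5 and 3.05% in E15.5, against 7.84%, 10.5% and 11.02% in nuclei of at least 1000 fragments.

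Background DNA or damaged nuclei predict a lower share at TSSs, and the 2.74% of E13.5 and the values of both other libraries are lower. The paper took its nuclei from CellRanger ATAC at default settings. If that choice favoured barcodes rich in open chromatin, the lower share would follow from the selection itself. If the barcodes were further barcodes of called nuclei, they would share many identical fragments with 1 nucleus. In E12.5 the median share was 70.3%, against 0.0806% for nuclei of like depth, so most left-out barcodes there may be copies of called nuclei. In E13.5 and E15.5 the medians were 0.0537% and 0.0535%, against 0.0457% and 0.0479%, which argues against copies as the main source there. Still, 28 of the 546 and 34 of the 272 were linked to a nucleus. Background and damaged nuclei were not separated from each other, and no biological explanation was tested.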

How the results depend on the processing

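Among the alternatives here, those chosen only after the data were seen were 1 barcode per linked group, omission of nuclei with many overlaps, the restriction to E13.5 and E15.5, the omission of clusters 2, 3 and 4 from stage ratios, and the 7 clusters of at least 10 nuclei for equal weights and class correlation. Values are in stage order, and the cause of a shift was not tested unless stated. No paired analysis was possible because each stage had a single library, so the groups share fewer than 2 replicate numbers.

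With barcodes of at least 3000 fragments the median depth was 59174, 54450 and 51689. That setting leaves out shallow nuclei and brings in barcodes outside the cell table, and the median fell in E13.5 and rose in the other libraries. With at least 1000 it was 40337.5 in E13.5, and 1 barcode per linked group gave 56844 in E15.5. Autosomes alone moved no median beyond its interval. The share at TSSs was 8.76%, 11.7% and 12.7% with 500 bp on either side, 11.5%, 14.9% and 15.7% with 1000 bp, 7.86%, 9.09% and 9.85% with barcodes of at least 1000 fragments and 9.16%, 12.1% and 13.1% after thinning. TSS enrichment was 8.39, 11.1 and 13.8 with the wider flank and 6.23, 8.21 and 9.94 with all annotated genes. Under each of these alternatives E12.5 stayed lowest and E15.5 highest in share at TSSs and in enrichment.

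The nucleosome-free share was 64.8%, 72.5% and 70.3% weighted by read pairs, 58.8%, 65.7% and 63.1% with barcodes of at least 1000 fragments and 51.1%, 58.2% and 55.9% with the shorter length limit. The mono-nucleosomal share was 29.8%, 24.3% and 25.8%, then 32.2%, 28.3% and 29.7%, and with the narrower range 22.98%, 20.8% and 21.7%. Weighting by read pairs gave 2.59%, 1.968% and 2.374% on X. Barcodes of at least 1000 fragments gave 2.02% on X in E13.5 and 2.58% in E15.5, and 0.0375% and 0.0114% on Y. E13.5 kept the lowest share on X and the highest on Y in both.

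The share of nuclei in other clusters between E12.5 and E13.5 was 27.1% with nuclei of at least 3000 fragments, 13.6% with own clusters after thinning and 43.0% without nuclei of many overlaps. Between E12.5 and E15.5 it was 18.96% after thinning and 50.3% with 1 barcode per linked group. Between E13.5 and E15.5 it was 23.02% after thinning and 26.2% without nuclei of many overlaps. Own clustering after thinning gave 6 clusters in place of 12. Of the shares of single clusters under the alternatives, 110 stayed within their interval and 70 moved.

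For stage ratios of the named genes reported, 118 values stayed within the interval, 37 moved and 5, among genes whose main interval excluded 1, changed side of 1. These were Myh9 with 7 clusters weighted equally (0.997), Fyn as the mean over nuclei (0.735), with all clusters weighted equally (0.910) and with 7 (0.835), and Klhdc8a with all clusters weighted equally (0.907). The number of these genes with a ratio above 1 stayed within 1.5 times 12 under every alternative run. Spearman's correlation over bins was 0.826, 0.814 and 0.926 with all bins, 0.623, 0.611 and 0.721 after thinning, 0.336, 0.293 and 0.687 at 1 kb and 0.825, 0.835 and 0.907 at 50 kb, for the pairs E12.5 with E13.5, E12.5 with E15.5, and E13.5 with E15.5. Depth limits these values, since thinning to the total of E12.5 lowered the correlation between E13.5 and E15.5 from 0.816 to 0.721.

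In place of the 12 genes called between clusters, no library block gave 50, RLE factors 55 (11 shared), no filter 3 (2 shared), at least 10 nuclei 5359, thinned sums 1 of 36 genes tested, the promoter alone 0 of 2256 genes tested by edgeR (494 at an unadjusted p under 0.05), E13.5 and E15.5 alone with the 10 clusters that qualify there 5080, omission of nuclei with many overlaps 0 of 1796 by edgeR (49 unadjusted), 1 barcode per linked group 1 (0 shared), and own clusters from even autosomes tested on odd ones 3489. DESeq2 was not run on these sets. Fewer genes or clusters enter several of these by construction, and more clusters enter with at least 10 nuclei and with E13.5 and E15.5 alone. Leaving out 1 library gave 0 (E15.5) to 76 (E12.5), with 33 without E13.5, and at an unadjusted p under 0.05 edgeR had 1534 genes without E15.5. Cluster 2 had 92 genes with at least 10 nuclei and 417 with E13.5 and E15.5 alone, in fits against more clusters. Cluster 3 had 8 without the block, 16 with at least 10 nuclei, 44 with E13.5 and E15.5 alone, 1 with 1 barcode per linked group and 0 to 1 with a library left out. Cluster 4 had 47 without the block, 55 with RLE factors, 3 without a filter, 225 with at least 10 nuclei, 1 after thinning, 0 with the promoter alone, 480 with E13.5 and E15.5 alone, 0 without nuclei of many overlaps, 0 with 1 barcode per linked group (1842 unadjusted) and 0 to 76 with a library left out. No class had at least 50 nuclei in every library, so that alternative was not run. Of the fold changes of the named genes reported, 68 kept direction and side of the threshold, 7 passed it and 5 no longer did, and none changed sign. The share of comparisons in which a sum was nearest to its own class was 11.1% after thinning and 57.1% with at least 10 nuclei.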

Other observations

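The tests chosen only after the result was seen were those of depth alone for cluster 3, both tests on cluster 11, the 3 on linked barcodes, for missing chromosomes those of counting error and of partial capture, and the splits with 1 sum per library. For the tests of mixed sexes, genes on X or Y, cluster makeup, doublets in cluster 3, loss of chromosome copies and the splits for clusters 2 and 3, how the value was to be read was settled only after it was seen. Deep nuclei are those with at least 20000 fragments.

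The X and Y shares set E13.5 apart. A male embryo at E13.5 and female embryos in the other libraries would put Y gene fragments in most deep E13.5 nuclei, and 78.7% held one, against 0 of 84 and 3 of 510. Fragments of other chromosomes placed on Y would spare Y genes, but these had 46.1 CPM of all fragments in E13.5. A mixture of sexes in E13.5 would give nuclei without Y gene fragments more X, but their median was 1.65%, below the 1.80% of nuclei with one. Still, 21.3% of deep E13.5 nuclei had no Y gene fragment, where equal rates by depth would give 7.11%. The values are consistent with a male E13.5 embryo as a hypothesis, and stage and sex would then be confounded in these libraries.

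Gene ratios between E15.5 and E12.5 may have several sources. Cluster makeup stays open: 9 of the 10 extreme genes stayed outside the interval with the 7 clusters of at least 10 nuclei weighted equally, where 1700006A11Rik moved to 0.921, and 8 did so both with these and with all 12 clusters, but these genes were picked for their ratios. That interval was the one of the pooled counts, shifted with the ratio, so it understates the error of the weighted values. Cluster 4 had full weight with a gene total of only 17810 at E12.5, so single fragments can move these ratios. Among the study's examples, Fyn moved from 1.19 to 0.835 and Myh9 from 1.247 to 0.997 with the 7 clusters. The part of the embryo sectioned could also differ: the ratio of posterior to anterior Hox fragments was 0.482 (0.465 to 0.498) in E15.5, 0.602 in E12.5 and 0.653 in E13.5. That difference may equally come from stage, so section and stage cannot be told apart. For embryo sex, only 6 of the 100 genes with the most extreme ratios were on X or Y. The interval of that share was 2.23 to 12.6%, against 2.92% of all genes. That argues against genes on X as the main source of the extreme ratios. The Y genes counted above had 0 fragments at E12.5 and could not enter, so the count cannot judge Y. E12.5 and E15.5 both had almost no Y gene fragments, so sex may not differ between them. A lower share of fragments in open chromatin at E12.5 would lower the ratio of genes with closed promoters, and the lowest 10% by promoter fragments had a median ratio of 0.850. Developmental stage stays open and untested, with 1 library each.

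Cluster 4, with its largest share at E12.5, had a median depth 0.016 of that of its libraries, so shallow nuclei are a candidate explanation for the cluster. In E15.5, 87 of its 110 barcodes shared fragments with another barcode, as did 37 of 88 in cluster 2, and in E13.5 cluster 7 had 11 of 36. Of 916 linked pairs in the 3 libraries, counted with barcodes outside the cell table, 5 were within 2 bases of each other, which argues against errors in reading barcodes. Chance is argued against, since the highest share of fragments that linked E15.5 nuclei had in common with an E13.5 nucleus had a median of 0.153%, against 25.8% with a nucleus of their own library. Beads carrying barcodes with a common part may explain the linked pairs of E12.5, of which 85.7% had 1 equal part of the barcode. Only 5 nuclei of E12.5 were linked to another nucleus, so most of its 35 pairs involve barcodes outside the cell table. The share of pairs with 1 equal part was 4.76% in E13.5 and 0.923% in E15.5. The origin of the linked group of 80 barcodes in E15.5 stays open. No biological explanation was tested.

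These copies bear on the genes called for cluster 4. With identical fragments counted in several barcodes as the cause, no gene should remain once 1 barcode per linked group is kept, and 0 did (edgeR, 1842 at an unadjusted p under 0.05, DESeq2 not run), although that setting also has fewer fragments. After thinning all sums to the smallest total, 0 of the genes were called again, but only 36 genes could be tested, so a difference in depth between the clusters cannot be told apart. Of 81 splits of the 9 sums that could be fitted, 10 gave as many genes as cluster 4 (24 in this fit of 3 sums against 6), its own split included. Some of these 10 mirror each other and are the same test under the library block, so they are not separate tests. In all 10, the E15.5 sum of cluster 4 was set against those of clusters 2 and 3. This count therefore cannot tell chance from the weight of that sum. Of the 27 splits with 1 sum per library, as the block has it, 2 did, namely its own and one that holds 2 of its 3 sums. Chance cannot be excluded for cluster 4 by either count. Clusters 2 and 3 had 0 genes, which all 81 splits reach whatever the data, so the splits say nothing about them. Between 3 own clusters made on even autosomes, 33.3% of genes on odd autosomes were called. Calls between those own clusters therefore do not rest on reuse of the same fragments alone. The deposited clusters were not tested in this way, so reuse stays open for them.

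Cluster 3 held the deepest nuclei and few fragments at TSSs. Depth alone is argued against, since E13.5 nuclei of other clusters at least as deep had a median of 7.60% at TSSs, against 6.69%, and the difference had the same direction in E12.5 (5.87 against 4.12%) and E15.5 (8.997 against 5.78%). Doublets could place more overlapping fragments on the single X of E13.5, and 1.43% of such positions lay on X (1.39 to 1.47%), against 1.2499% in other clusters of like depth. The same direction in E12.5 (1.91 against 1.77%) and E15.5 (1.565 against 1.4795%) means that the test does not separate doublets from other causes.

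Cluster 11 had the highest share at TSSs (33.0%). Shallow depth alone is argued against, since E13.5 nuclei of cluster 5 in the same depth range had a median of 22.2%, against 36.9%. Primitive erythroid nuclei are a candidate explanation: the ratio of embryonic to adult globin fragments in E13.5 was 4.0 (2.03 to 8.59) in cluster 11 and 0.352 (0.302 to 0.411) in cluster 5. In E15.5 the interval for cluster 11 (0.0932 to 3.08) was too wide to decide. In cluster 5 the ratio and the share at TSSs did not go together: E12.5 had 1.71 (0.974 to 3.09) and 10.5% at TSSs, and E15.5 had 0.182 and 17.8%. This explanation stays open.

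Some deep nuclei almost lacked whole autosomes, with under 10% of the usual level. This held for 112 of 1363 nuclei (8.22%), where counting error gave 0. It was 2 of 5 deep nuclei of cluster 2 in E12.5, 22 of 24 in E13.5 and 10 of 15 in E15.5, against 5.06%, 6.17% and 5.66% elsewhere. Loss of whole chromosome copies would lower both ends of an intermediate autosome alike. In E13.5, 7.80% of such autosomes lacked one side (6.51 to 9.25%), but most did not, so this explanation stays open. The 0.216% of autosomes at the usual level is no fair baseline, since these need a far more uneven split to be counted. Partial capture of a nucleus would remove the single X of a male more often than autosomes: X was lacking in 3.90% of deep E13.5 nuclei (2.65 to 5.52%), against 1.62% for the mean autosome. Loss of copies predicts that too. In E15.5, which had almost no Y, the values were 1.76% (0.810 to 3.32%) and 0.836%, a similar excess of X with a wide interval, and in E12.5 X was lacking in 0 of 84 nuclei (a share of up to 3.57%), against 1.504%, so the test does not separate a single X from other causes. Sectioned tissue may have yielded parts of nuclei, which stays open as a hypothesis. Among E13.5 nuclei lacking an autosome, 67.6% had no Y gene fragment, against 16.8% of the others, which bears on the nuclei without Y above.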
